A study of Homo sapiens with 16 samples. Its data were reported in "RBM33 directs the nuclear export of transcripts containing GC-rich elements" (2022).

How the data were processed

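RNA bound by RBM33 was profiled by eCLIP, in which RNA is crosslinked to protein by ultraviolet light, the protein is immunoprecipitated and the attached RNA fragments are sequenced. Libraries came from HCT116, a human colon carcinoma line, and HEK293T, a human embryonic kidney line. Cells had been transfected 48 h earlier with 40 µg of plasmid, either empty vector (EV) or FLAG-HA-tagged RBM33 (FH-RBM33), and received a crosslinking dose of 400 mJ/cm2. For each line and plasmid, a size-matched input and a FLAG immunoprecipitate (IP) were labelled as replicates A and B, which gave 16 samples in 8 groups of 2.

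According to the submitters' processing notes and the methods of the study, adapters were removed with cutadapt 3.1, molecular identifiers were handled and duplicates discarded with UMI-tools 1.1.2, and reads were placed on GRCh38 by STAR 2.7.1a, with NORAD pseudogenes masked and multimapping reads dropped. Depth per position came from SAMtools 1.10 and transcript models from GENCODE v30. Because identifiers were used, the values rest on molecules and not on PCR copies, and because only unique placements were kept, repeated sequence is under-represented. A peak needed an IP over input ratio above 2 in FH-RBM33 samples of both lines and had to be missing from EV. The ratio of each peak is the authors' own fold, computed by them from depth-normalised reads (RPM), and it was used here only within the list, to describe, rank, filter and compare its peaks and genes. The deposited fold multiplied by peak length was a whole number at 5 decimals, within a tolerance of 0.02 units of the last decimal, for 99.7% of peaks of 1 to 30 nt when length was taken as end minus start. With length taken as 1 nt more, the share was 38.2%. The value was therefore read as a mean over the nucleotides of the peak, and the intervals as counted from 0. Positions below are counted from 1. Which replicates and which line enter the fold is not stated in the sources used here, and read depth per sample is unknown.

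The authors' annotation of each peak (coding exon, 5′ UTR, 3′ UTR, coding or noncoding intron, noncoding exon, intergenic) was kept. All 26 chromosomes and scaffolds named in the list were found in the GRCh38 reference and 0 peaks passed a chromosome end. Sequence, region lengths and gene positions came from that reference with GENCODE v44, in which 5418 of the 5437 genes with peaks (99.7%) were found by identifier. The versions differ: 99.8% of coding exon peaks overlapped coding sequence of the same gene in v44, but 36.4% of coding intron peaks also overlapped a v44 exon of their gene. The study's noncoding exon label covers noncoding isoforms too, since 80.6% of these peaks lay in genes that v44 lists as protein-coding.

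Shares of peaks by region were given 95% intervals by bootstrap over genes (1000 draws; intergenic peaks in windows of 10 kb). Density was peak nucleotides per kb of annotated sequence, the union over all v44 transcripts of a gene, in protein-coding genes with peaks. Regions were compared within genes by the mean log2 fold of their peaks. GC content was taken for peaks of at least 8 nt, the minimum the study used, and set against the same region class of the same gene where it held at least 50 nt. Flanking windows, where used, were taken on the genome, so those of exonic peaks can lie in introns. Position was read on the longest annotated transcript. Differences over genes were tested by two-sided sign-flip permutation with 100000 resamples, for which the smallest p is 1e-05, and adjusted by Benjamini-Hochberg within each family. The fold of a gene was the length-weighted mean log2 fold of its peaks, given as a fold. Gene lists were compared with 10000 random lists of genes with peaks, matched on peak number for the fold; the smallest two-sided p is then 0.0002. Intronless genes were protein-coding genes with 1 exon in every v44 transcript, and were compared with spliced genes by a two-sided permutation test of medians. Peaks and genes are not replicates, so every p describes genes within this list of peaks and says nothing of the spread between cultures.

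Tests and alternatives were fixed before the data were examined, except those said in the text to have been chosen or added later. The 19 gene lists, fixed at the same time, were export substrates named by the study, its reference transcripts, TREX and NXF1 export machinery, ER chaperones and membrane or secreted proteins, mitosis with DNA replication and repair, intronless protein-coding genes, nuclear-retained long noncoding RNAs, glycolysis, epithelial markers, markers of other cell types, solute carriers, ZNF zinc finger genes, cytosolic and mitochondrial ribosomal proteins, replication-dependent histones, HOX genes, NADH dehydrogenase subunits, proteasome subunits, and small nucleolar RNA host genes. Named genes followed a fixed rule: NORAD, STMN3, MAFG, CBX6, ACTB, GAPDH, NEAT1, MEX3C and RBM33; the 10 genes with most peak nucleotides; the 10 highest and 5 lowest folds among genes with at least 5 peaks and 100 peak nucleotides; the 5 peaks of at least 8 nt with the highest fold; and up to 4 members per list with the highest fold. Genes known only by a clone name were passed over. Alternatives were a fold of at least 4, peaks of at least 8 or 20 nt, merging within 50 nt, nucleotides in place of peaks, other GC backgrounds, exonic peaks alone, and stricter minimum peak numbers.

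The statistics were tested on simulated data. With the 1804 genes that had both coding exon and 3′ UTR peaks, an added log2 difference of 0.10 was recovered as 0.10, and 3.5% of 200 simulated lists without a difference gave p under 0.05. For gene lists of 20 members, 5% of 200 null lists passed that threshold. For 88 intronless genes, an added log2 difference of 0.12 was detected in 79 of 100 simulations. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The lines could not be compared with each other, and EV was not analysed here, because the list holds 1 combined value per peak.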

Results

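The list held 111084 peaks covering 1708120 nt, and 5437 genes carried at least 1 of them. In GENCODE v44, 5083 of these genes were protein-coding and 229 were lncRNAs. Peaks were short, with a median of 7 nt (25th to 75th percentile 3 to 19), and the longest spanned 1233 nt. Their fold of IP over input ran from 2.12 to 63.4 with a median of 3.94 (25th to 75th percentile 3.27 to 5.02), and 2230 peaks (2.01%) reached 10. A gene had a median of 6 peaks (25th to 75th percentile 2 to 20), and 1168 genes had 1. Longer peaks had higher folds across peaks (Spearman rho = 0.42). No values per sample or per line were in the list, so errors below are over genes and not over replicates.

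The first question was which genes held the most peak nucleotides, a total not adjusted for transcript length or expression. KMT2D, a histone methyltransferase gene (ENSG00000167548, chromosome 12, 49018975 to 49060794, minus strand), had the most peak nucleotides, with 15733 nt in 316 peaks, 258 of them in coding exons and 58 in the 3′ UTR. PLXNB2, a plexin receptor gene, followed with 10727 nt, but 232 of its 373 peaks had the coding intron label. UBR4, a ubiquitin ligase gene, had 10449 nt, with 394 of its 395 peaks in coding exons. SPEN, a transcriptional corepressor gene, had 10117 nt. The remaining genes of the 10 were the cadherin gene FAT1 (7890 nt), the methyltransferase gene KMT2A (7679 nt), RAI1 (7374 nt), the splicing factor gene SRRM2 (7291 nt), and the cytoskeletal linker genes PLEC (6712 nt) and MACF1 (6488 nt). Their folds ran from 4.98 for MACF1 to 13.1 for SRRM2. Per exonic kb, their peak nucleotides ran from 89.4 for MACF1 to 670 for RAI1. The longest transcript was 24340 nt in MACF1 and 7677 nt in RAI1.

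The highest fold belonged to JUN, an immediate early transcription factor gene (ENSG00000177606, chromosome 1, 58776845 to 58784048, minus strand). Its 43 peaks had a mean fold of 24.6. Of the 5 peaks of at least 8 nt with the highest fold, 3 lay in JUN. They were a 5′ UTR peak at chromosome 1, 58783837 to 58783848, with a fold of 63.4, a second 5′ UTR peak at 58783091 to 58783102 with a fold of 51.1, and a coding exon peak at 58782995 to 58783005 with a fold of 39.5. The other two were a 3′ UTR peak of the proapoptotic gene BBC3 (chromosome 19, 47220920 to 47220932, fold 54.0) and a coding exon peak of SRRM2 (chromosome 16, 2764060 to 2764073, fold 44.2). Among the 2036 genes with at least 5 peaks and 100 peak nucleotides, the median fold was 4.34. SRRM2 reached 13.1, the RNA-binding protein gene RBM15 12.6, the synaptic adhesion gene NLGN2 12.4, ZNF503 11.6 and KMT2D 11.1. SH3PXD2A (10.9), BBC3 (10.9), the p53-responsive gene PHLDA3 (10.7) and LENG8 (10.7) completed the 10. Of the 105 BBC3 peaks, 92 had the coding intron label. The lowest were the mitochondrial carrier gene SLC25A22 (3.13), the calcium pump gene ATP2A2 (3.15), the centriole gene STIL (3.15), the dynactin gene DCTN1 (3.18) and ZBTB11 (3.20).

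The transcripts that the study named as RBM33 export substrates each carried peaks. NORAD, an intronless lncRNA (ENSG00000260032, chromosome 20, 36045618 to 36051018, minus strand), had 10 peaks totalling 66 nt, all between positions 36050419 and 36050821. These correspond to 3.82% to 11.1% of the transcript's length of 5401 nt from its 5′ end. Their median fold was 3.08 and the highest was 3.98. The 3 NORAD peaks of at least 8 nt had a mean GC content of 73.6%, against 41.8% for the whole transcript. CBX6, a Polycomb gene, had 132 peaks (1237 nt), of which 95 were in the 3′ UTR, with a fold of 6.01. MAFG, a small MAF transcription factor gene, had 119 peaks (1957 nt), 71 of them in the 3′ UTR, with a fold of 5.08. The 26 peaks of STMN3, a stathmin family gene, all had the coding intron label (377 nt, fold 4.43). As a group, these 4 transcripts had a median fold of 4.74, at the 76.7th percentile of random lists (adjusted permutation p = 0.533). Since the study chose them, their peaks are not independent evidence.

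Of the study's reference transcripts, ACTB and GAPDH had 0 peaks in the list. NEAT1, a nuclear lncRNA, had 4 peaks totalling 7 nt, with a highest fold of 2.63. MEX3C had 14 peaks totalling 233 nt with a fold of 4.28, and 8 of them had the noncoding intron label. RBM33 itself, the transfected gene, had 37 peaks, 25 of them with an intron label, and a highest fold of 52.6.

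The next comparison asked which parts of transcripts were bound. Coding exons held 53.7% of peaks (95% interval 51.9 to 55.5) and 3′ UTRs 18.8% (17.8 to 19.8). Introns, coding and noncoding together, held 11.3% (10.0 to 12.8), intergenic sequence 6.97% (6.04 to 7.88), noncoding exons 5.29% (4.36 to 6.39) and 5′ UTRs 3.85% (3.53 to 4.18). Relative to annotated length in protein-coding genes with peaks, coding sequence carried 77.5 peak nucleotides per kb (71.7 to 83.3), 3′ UTRs 25.8 (23.7 to 28.0) and 5′ UTRs 22.6 (20.4 to 25.2). Introns carried 0.325 (0.248 to 0.413). The density in coding sequence was 3.01 times that in 3′ UTRs (2.74 to 3.31) and 3.42 times that in 5′ UTRs (3.05 to 3.84), and exons as a whole had 115 times the density of introns (90.1 to 149). UBR4, with 394 coding exon peaks and 0 in its UTRs, and CBX6, with 95 of 132 in the 3′ UTR, mark how far single genes departed from these averages. The exon over intron ratio rests on annotated length and not on the amount of RNA present, so it is not a measure of binding preference. Intron-labelled peaks counted as exonic in it where they overlapped a v44 exon.

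**Figure D1:**
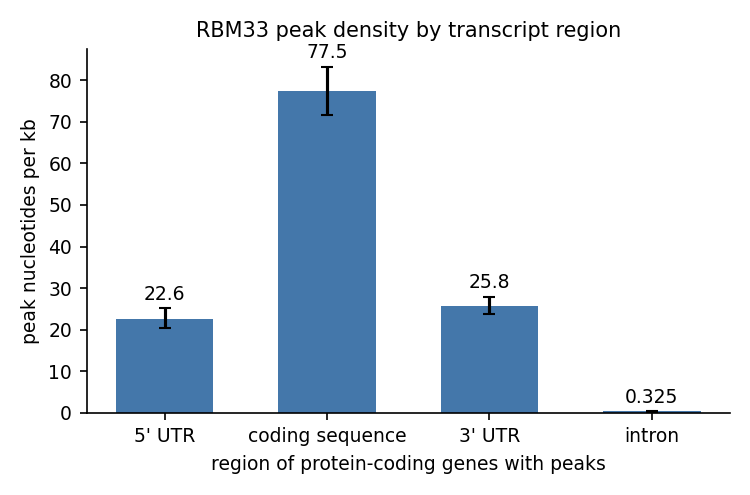
Peak nucleotides per kb of annotated sequence (y axis) in each region (x axis) of the 5083 protein-coding genes with peaks. Bars are ratios of sums over genes and error bars are 95% bootstrap intervals over genes, and coding sequence stood at 77.5 and introns at 0.325.

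Within genes, the strength of peaks differed little between regions. In 1804 genes with peaks in both, coding exon peaks had a log2 fold lower than 3′ UTR peaks (mean difference -0.05 ± 0.01, SE over genes, adjusted permutation p = 2e-05), and 42.2% of genes had the higher value in coding exons. Coding exon peaks exceeded 5′ UTR peaks by 0.03 ± 0.01 in 979 genes (adjusted permutation p = 0.00288), and 5′ UTR peaks were below 3′ UTR peaks (-0.06 ± 0.02, 620 genes, adjusted permutation p = 0.00209). The largest of the 4 differences was between coding exons and coding introns, 0.11 ± 0.02 in 787 genes (adjusted permutation p = 2e-05), equal to a 1.08-fold higher ratio, with the higher value in coding exons in 63.5% of genes. The coding exon over 5′ UTR difference missed the threshold among genes with at least 3 peaks in each region, as did the 5′ over 3′ UTR difference among peaks of fold at least 4. With peaks weighted by length the first was 0.11, the 5′ over 3′ UTR difference was -0.10 and the coding exon over 3′ UTR difference was -0.03. The last was -0.08 among genes with at least 3 peaks in each region. Restriction to peaks of at least 8 nt put the coding exon over 5′ UTR difference at 0.06, and restriction to a fold of at least 4 brought the difference between coding exons and introns down to 0.04.

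The third question was whether bound sequence was GC-rich. Over 4360 genes, peaks averaged 62.2% GC and the same region class of the same gene 53.8%, a difference of 8.39 ± 0.143 percentage points (SE over genes, permutation p = 1e-05, the smallest the permutations can give), with peaks higher in 88.3% of genes. In introns the values were 66.8% and 51.4% (15.4 ± 0.424, 1051 genes). In 3′ UTRs they were 60.2% and 51.3% (8.90 ± 0.210, 1802 genes), in noncoding exons 63.4% and 54.5% (8.89 ± 0.497, 455 genes), in coding exons 60.9% and 54.9% (5.93 ± 0.155, 2893 genes), and in 5′ UTRs 71.7% and 65.8% (5.91 ± 0.422, 792 genes). Each class had an adjusted permutation p of 1e-05. The order of the classes changed with the background: against windows 100 nt to each side, a comparison added after seeing the data, the difference in introns was 5.52 points, below 7.12 in coding exons, 6.50 in noncoding exons and 6.48 in 3′ UTRs, and above 4.14 in 5′ UTRs. Windows beside exonic peaks can lie in introns. Of all coding and noncoding intron peaks, 36.4% and 43.0% overlapped a v44 exon of their gene, while the intron background excluded v44 exons. Part of the 15.4 points in introns may therefore set exonic sequence against introns. MEX3C peaks of at least 8 nt averaged 70.8% GC against 44.8% for its exons, MAFG peaks 64.5% against 57.4%, and CBX6 peaks 64.0% against 58.1%. The MEX3C peaks with the noncoding exon label had 44.4%, 58.3% and 47.1%, and those with the noncoding intron label 63.6% to 87.5%. In MAFG, 36 of the 119 peaks had the coding intron label. Against the whole gene body the mean difference over genes grew to 13.2 points.

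**Figure D2:**
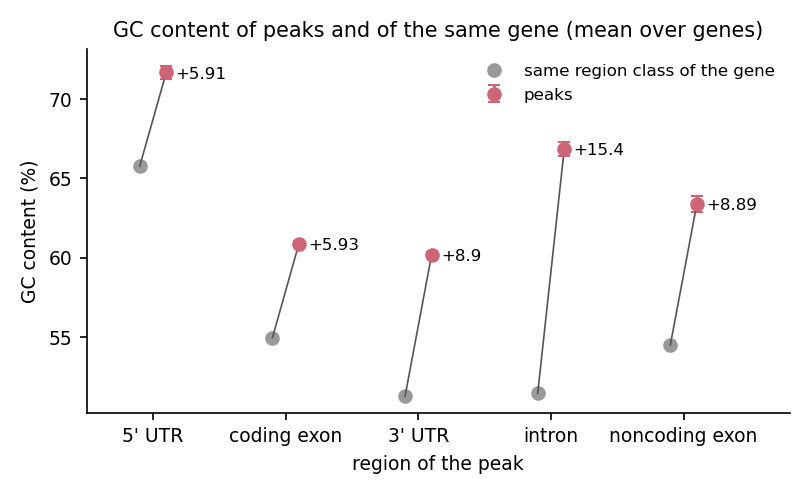
Mean GC content (y axis, %) of peaks of at least 8 nt and of the same region class in the same genes, by region (x axis). Points are means over genes, bars on the peak points are the SE of the difference, and the printed values are the differences in percentage points, from 5.91 in 5′ UTRs to 15.4 in introns, where windows 100 nt away gave 5.52. The intron background excludes v44 exons, which some intron-labelled peaks overlapped.

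Against flanking windows, peaks held more of both C and G and less of U and A. Compared with windows 100 nt to each side, peaks had 4.04 ± 0.163 percentage points more C and 2.76 ± 0.164 more G over 4380 genes, while U was lower (-4.20 ± 0.140) and A was lower (-2.61 ± 0.139). In coding exons, C rose from 26.7% to 31.2% and U went from 23.5% to 18.3%. All these differences had an adjusted permutation p of 1.11e-05. Since windows beside exonic peaks can lie in introns, a preference within exons is not separated from a difference between exons and introns. Peaks with an intron label also had more C (3.44 ± 0.401 points) and less U (-2.77 ± 0.320) than their windows.

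Across genes, no relation between GC content and the strength of binding was detectable. Over gene means the Spearman rho between peak GC and log2 fold was -0.0176 (4380 genes, Pearson r = -0.01; two-sided permutation p = 0.245), and across the 54204 peaks of at least 8 nt it was -0.03. By region, rho across peaks ran from -0.10 in intergenic peaks to 0.01 in coding exons. The 3 JUN peaks among the 5 strongest had 58.3%, 41.7% and 63.6% GC at folds of 63.4, 51.1 and 39.5. With peaks of at least 20 nt the gene-level rho was -0.0489 (permutation p = 0.0067).

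Peaks favoured the 5′ side of transcripts. Averaged over 4808 genes, 58.8% of exonic peak nucleotides lay upstream of the midpoint of the longest transcript, a difference between both sides of 17.6 ± 1.19 percentage points (permutation p = 1e-05, the smallest the permutations can give), and 58.4% of genes had more upstream. In 10 equal bins of transcript length, bin 1 held 16.0 ± 0.433% and bin 2 held 13.8 ± 0.374%, and the minimum was 7.65 ± 0.263% in bin 7. Within coding sequence the difference was 9.05 ± 1.41 points over 3045 genes (permutation p = 1e-05), and bin 10 rose again to 11.4 ± 0.424%. Among peaks with a fold of at least 4, the difference over the longest transcript was 10.9 points, below the 17.6 in all peaks. NORAD was an example of 5′ binding.

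**Figure D3:**
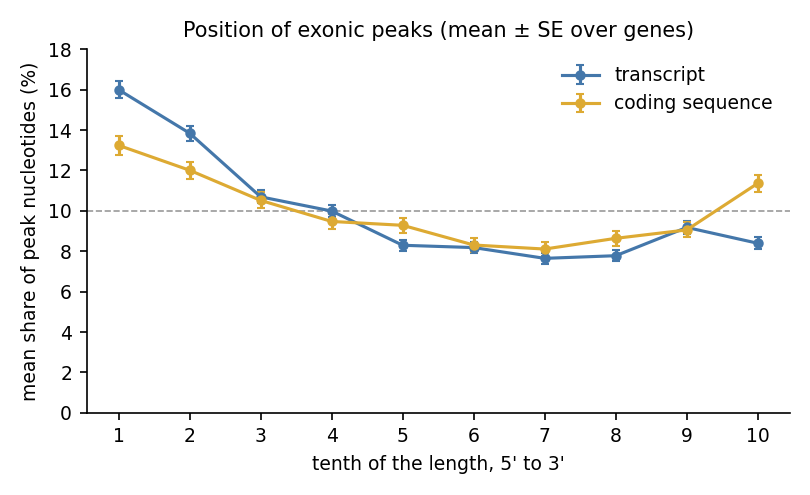
Mean share of exonic peak nucleotides (y axis, %) in 10 equal bins of the length from 5′ to 3′ (x axis), for the longest transcript (4808 genes) and its coding sequence (3045 genes). Points are means over genes, error bars are SE, and the dashed line marks an even share of 10%, and bin 1 of the transcript held 16.0%.

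Gene lists were then compared to see which groups of transcripts were bound more strongly. Among the 16 lists with enough members, the list of intronless protein-coding genes alone passed the threshold for fold. Of 27 listed genes, 20 had peaks, with a median fold of 5.69 (median log2 fold 2.51 against 2.08 in random lists, permutation p = 0.0002, the smallest two-sided value the draws allow, adjusted permutation p = 0.0032) and a median of 638 peak nucleotides against 50 (adjusted permutation p = 0.0032). JUN led the list, followed by the immediate early gene IER2 with a fold of 10.0, JUNB with 9.67 and the forkhead gene FOXC1 with 7.24. JUN and IER2 are among 6 listed genes with a spliced transcript in GENCODE v44, and 47 of the 74 IER2 peaks had the coding intron label. The other 14 genes, a comparison added after seeing the data, had a median fold of 5.66 (adjusted permutation p = 0.0032) and a median of 454.5 peak nucleotides (adjusted permutation p = 0.0192). The ZNF zinc finger genes, with 134 members, had more peak nucleotides (median 103 against 49, adjusted permutation p = 0.0192), while their fold of 4.03 did not pass (adjusted permutation p = 0.111). ZNF503, ZNF316 (fold 8.89), ZNF460 (7.55) and ZNF142 (6.91) had its highest folds. Mitochondrial ribosomal protein genes had fewer peak nucleotides (12 genes, median 9.5 against 52, adjusted permutation p = 0.0432), as did NADH dehydrogenase subunits (10 genes, median 8 against 53.5, adjusted permutation p = 0.0432). Their median folds were 2.99 and 2.97, with adjusted permutation p of 0.088 and 0.184. For peak nucleotides, random lists were not matched on transcript length or expression. More or fewer peak nucleotides in a list is therefore not separated from longer or shorter transcripts, and MRPS26 and MRPS34 have longest transcripts of 1016 and 1040 nt. With random lists not matched on peak number, 4 lists passed for fold, the intronless and ZNF genes above and both mitochondrial lists below.

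The remaining lists did not pass the threshold in fold or in peak nucleotides. HOX genes had a median fold of 4.51 (10 genes, adjusted permutation p = 0.0608), with HOXB13 at 12.1 from 1 peak and HOXB3 at 5.78, and replication-dependent histones 4.52 (7 genes, adjusted permutation p = 0.0661), with HIST1H1E at 5.21. HOX genes passed when exonic peaks alone were used. The TREX and NXF1 export machinery had 15 of 23 members with peaks and a median fold of 3.96 (adjusted permutation p = 0.838), with THOC6 at 5.75, RBM33 itself, the transfected gene, at 5.58, and NXF1 and ALYREF at 5.05. ER chaperones and membrane or secreted proteins had 30 of 39 with a median of 3.79 (adjusted permutation p = 0.34), led by PLXNB2 (6.93), GPC1 (5.96) and LAMA5 (5.51). The coding intron label was on 232 of the 373 PLXNB2 peaks and on 5 of the 9 GPC1 peaks. With exonic peaks alone the log2 fold of GPC1 was 1.73 in place of 2.58. Mitosis, replication and repair genes had 30 of 43 with a median of 3.66 (adjusted permutation p = 0.376), led by MCM5 (5.12) and POLE (4.94). Glycolysis genes had 10 of 17 with a median of 3.55 (adjusted permutation p = 0.849), where PGK1 stood apart at 10.2 from 5 peaks, all with the intron label. The 76 solute carriers had a median of 3.66 (adjusted permutation p = 0.533), 14 proteasome subunits 3.36 (adjusted permutation p = 0.376), 4 cytosolic ribosomal proteins 3.24 (adjusted permutation p = 0.29) and 4 small nucleolar RNA host genes 3.11 (adjusted permutation p = 0.373). Of 7 genes listed as nuclear-retained lncRNAs, 3 had peaks, namely TUG1 with 2004 nt and a fold of 5.51, PVT1 with 439 nt and 5.20, and NEAT1 (adjusted permutation p = 0.202). GENCODE v44 gives TUG1 the protein-coding type, so it was counted with those genes above. Of 12 epithelial markers 0 had a peak, and 1 of 18 markers of other cell types did, COL1A1 with 3 peaks. Since a peak was required in both lines, a marker present in HCT116 but not in HEK293T, or the reverse, could not have one.

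**Figure D4:**
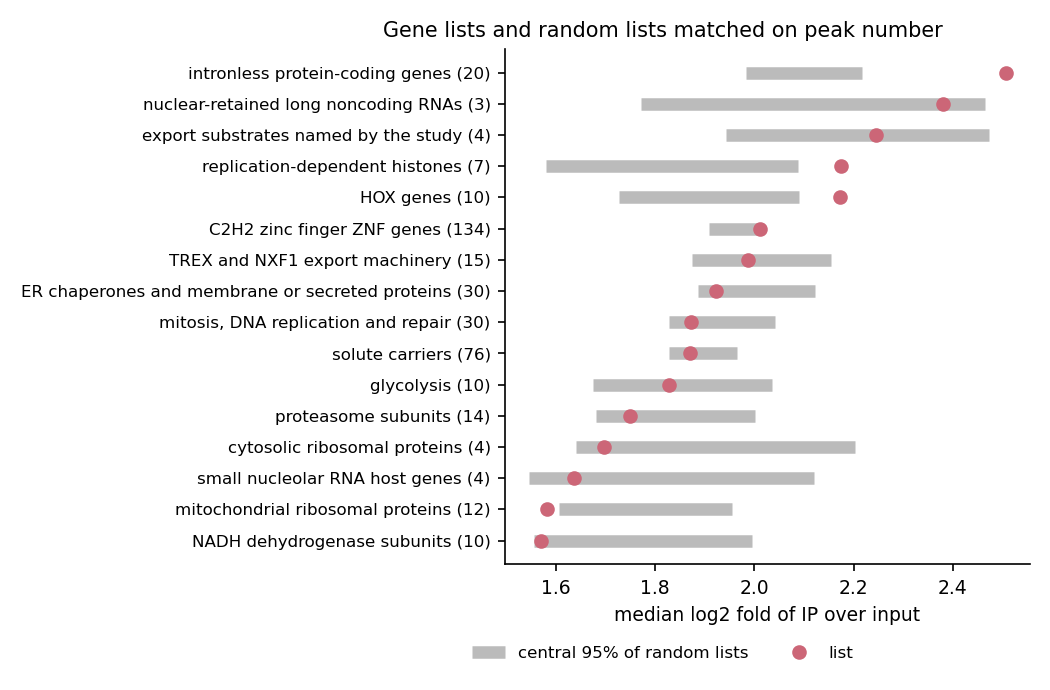
Median log2 fold of IP over input (x axis) for the 16 gene lists (y axis, with the number of members that had peaks). Points are the lists and grey bars the central 95% of 10000 random lists matched on peak number. Intronless protein-coding genes at 2.51 lay above their bar, which ended at 2.22, and histones, HOX genes, ZNF genes and mitochondrial ribosomal proteins lay just outside theirs but missed the threshold after adjustment.

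The study also asked whether RBM33 acts mainly on intronless RNAs. In its knockout cells, export of spliced RNAs depended more on RBM33, as a class, than that of intronless RNAs. The peaks compared here measure binding and not dependence of export, and expression was not used. Among protein-coding genes with peaks, 88 had 1 exon in every annotated transcript and 4995 were spliced. The listed intronless genes overlap this class, with 14 of the 20 in it, JUNB and FOXC1 included and JUN and IER2 not. Intronless genes had a median of 26.5 peak nucleotides per exonic kb against 8.27, a 3.20-fold difference (permutation p = 1e-05, the smallest the permutations can give, adjusted permutation p = 2e-05). The exonic length is the union over all transcripts of a gene, a median of 1.34 times the longest transcript in spliced genes and 1 in intronless genes, which raises the ratio. Per kb of the longest transcript, a comparison added after seeing the data, the medians were 26.5 and 10.4, a 2.55-fold difference (permutation p = 0.00046). Genes without a peak entered neither median, and the same peak gives a higher density in a shorter transcript. The density difference is therefore not separated from transcript length. The median fold of intronless genes was 4.08 against 3.75 in spliced genes, a log2 difference of 0.12 (permutation p = 0.00382, adjusted permutation p = 0.00382). JUNB (fold 9.67 and 489 peak nucleotides per exonic kb), the GTPase gene RHOB (7.20 and 631 per kb), IER5 (7.11 and 329 per kb) and the poly(C)-binding protein gene PCBP1 (8.28 and 680 per kb) were among the most strongly bound, the last being named after its value was seen, as were RHOB and IER5. Among genes with at least 5 peaks the density difference was 42.8 nt per kb against 18.2 in all genes, but the log2 difference in fold was 0.0799 and missed the threshold (permutation p = 0.0646).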

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

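No paired analysis was possible because the list holds 1 combined value per peak and none per replicate. For the same reason no replicate could be left out and HCT116 was not compared with HEK293T, so the planned comparison of lines at a fold of at least 4 was not run. The definition of intronless genes by the canonical transcript, the flanking windows per region class, the listed intronless genes without those that have a spliced transcript, and the density on the longest transcript were chosen after seeing the data. Over the alternatives for the comparisons, 36 results kept their direction and side of the threshold or stayed within their interval, and 9 did not. At a fold of at least 4, the 3′ UTR share was 21.0% and the intron share 9.87%, and the log2 difference between 5′ and 3′ UTRs was -0.0323 (adjusted permutation p = 0.121; -0.10 to -0.03 over its alternatives). Merging peaks within 50 nt gave a 3′ UTR share of 16.9%. With at least 3 peaks in each region, the coding exon over 5′ UTR difference was 0.0248 (adjusted permutation p = 0.109; 0.02 to 0.11 over its alternatives). For peaks of at least 20 nt, the rho between GC content and fold was -0.0489 and passed the threshold. The number of gene lists that differed in fold was 1, but 4 with random lists not matched on peak number and 2 with exonic peaks only. Among genes with at least 5 peaks, the log2 difference in fold between intronless and spliced genes was 0.0799 (permutation p = 0.0646), and fewer genes were then tested (53 intronless genes against 88). The cause of the other changes was not tested. The GC difference stayed between 6.81 and 13.2 percentage points, the 5′ excess between 9.05 and 10.9 points in its alternatives, and the intronless excess in density between 15.8 and 42.8 nt per kb. Of the named genes, the fold of 15 moved by more than the spread over their peaks at a fold of at least 4, and of 1 each with exonic peaks only and with peaks of at least 8 nt. At a fold of at least 4, which removes weak peaks, the log2 fold of GPC1 was 3.50 (2.58 before) and that of STIL 2.25 (1.66 before). Depth per library is unknown and expression was not used here, so a gene without a peak is not shown to be unbound.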

Other observations

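Target genes were unevenly spread over chromosomes. Of protein-coding genes in GENCODE v44, 37.1% had a peak on chromosome 22, 35.7% on chromosome 17 and 33.0% on chromosome 16, compared with 19.0% on chromosome 4, which had the lowest median transcript GC (42.3%). Chromosome 19, with the highest (58.3%), had 30.7%, and the X chromosome had the lowest share, 13.2%, at a median GC of 47.6%. Across 23 chromosomes, the share with a peak rose with the median GC content of the longest protein-coding transcripts (Spearman rho = 0.73, permutation p = 0.00014; Pearson r = 0.79, permutation p = 1e-05, the smallest 100000 permutations can give; r = 0.74 without the 2 chromosomes farthest from the median GC). With genes split into 5 equal groups by transcript GC, 18.7% of the lowest group and 35.6% of the highest had a peak. Genes were counted here by having a transcript of the protein-coding type, which 69 of the 5083 protein-coding genes with peaks lack. The 5014 genes with peaks had a median transcript GC of 52.4% (25th to 75th percentile 44.2 to 59.2) and the 14688 without had 48.0% (41.9 to 56.0). Transcripts with peaks were also longer, with medians of 4242 and 2690 nt. Expression was not used here, and genes not transcribed in these lines count as without a peak.

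In coding exons, 4-base words that hold CG were the most enriched in peaks over windows 100 nt away. CGAC occurred 2.35 times per 1000 positions in peaks and 1.54 times in flanks, a ratio of 1.53, and CCGA (1.53), ACCG (1.51) and ACGA (1.47) followed. UUUU was the most depleted (ratio 0.123), then UUUA (0.202) and AUUU (0.233). The windows were genomic and can fall in introns. A preference within coding sequence is therefore not separated from a difference between exons and introns. Of the 7741 peaks called intergenic, 44.6% lay in a gene of the same strand in GENCODE v44, with 138 in TNRC6A and 94 in ZBTB40. A further 32.8% were antisense to a gene, led by LONP1 with 200 and CDHR5 with 187, and 12.5% lay within 5 kb downstream of one. These genes were picked after their values were seen.

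Of the tests that follow, the one of GC content as a source of high fold and the one of the share of peaks with a G-tract motif were chosen after the results were seen. The list gives no groups to compare, so no biological difference between samples was tested for these patterns. The 25 intronic peaks of RBM33 had a median length of 2 nt and a median fold of 8.43, against 7 nt and 3.76 for intronic peaks of other genes. If they came from the transfected plasmid, which holds spliced cDNA, reads running over an exon end could be placed on the first bases of the intron. All of them (100%) lay within 10 nt of an annotated RBM33 exon or overlapped one, compared with 38.8% of other intronic peaks and at most 72% in 10000 random draws, which argues against binding spread over RBM33 pre-mRNA. Without overlaps, 20 of the 25 (80%) sat within 10 nt outside an exon, whereas 0.937% of other intronic peaks did, and the highest share among 489 other genes with at least 5 intronic peaks was 22.2%. The plasmid is thus a candidate source of the intronic peaks, while spliced RBM33 RNA from plasmid and from gene is not separated in the list. The other RBM33 peaks were 1 in a coding exon and 11 in UTRs (162 nt, median fold 3.92). Whether plasmid reads would leave so few coding exon peaks was not tested.

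The 10 genes with the highest fold, such as JUN, SRRM2 and KMT2D, had a median log2 fold 1.39 above the median gene. Over genes, peak GC content showed no detectable relation to the unweighted mean log2 fold of peaks of at least 8 nt (rho = -0.0176). Among called peaks, this argues against GC content as a general source of high fold. It does not decide on these 10 genes, whose peak GC was not compared and whose ranking used a length-weighted fold. By peaks of 8 to 30 nt alone, these 10 genes had a median percentile of 99.3, although the lowest of them fell to 45.7. That does not decide on peak width, because the genes were picked by a fold that includes these same short peaks. Long exons may contribute: coding exon peaks in exons of at least 400 nt had a log2 fold 0.13 ± 0.01 (SE over 1442 genes) above those in shorter exons of the same gene (permutation p = 1e-05), and 0.11 ± 0.01 among peaks of 8 to 30 nt (927 genes). In the 9 of these genes with coding exon peaks, a median of 100% of coding peak nucleotides lay in long exons, compared with 54.0% over 1745 genes. The within-gene difference is 9.47% of the excess, so exon length may be a part of the pattern and leaves most of it open.

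Peaks were more GC-rich than their surroundings, and G-quadruplex motifs, 4 tracts of at least 3 G with loops of up to 7 nt, might be a source. Over 5437 genes, windows around peaks did not differ detectably from flanking windows in such motifs (1.98% and 2.17%, difference -0.189 ± 0.146 points, permutation p = 0.195), while the equivalent C-tract motif was less frequent around peaks (-0.696 ± 0.117, permutation p = 1e-05). The difference between both motifs was 0.507 ± 0.191 points (permutation p = 0.00765). The GC excess over flanks was 6.81 ± 0.155 points, but a mean of 2.45 ± 0.169% of the peaks behind it had a G-tract motif in the window (4380 genes), and as a peak can exceed its flanks by at most 100 points of GC, this argues against the motif as the source of most of the excess. A smaller contribution is neither shown nor excluded, and cannot be told apart from base composition here.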
